A study of Mus musculus with 6 samples.

How the data were processed

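The series holds 6 RNA-seq libraries of mouse small intestinal crypt cells, 3 from WT mice and 3 from PTBP1_KO mice, all C57BL/6 and 60 days old. WT mice carried floxed Ptbp1 alleles without Cre, and PTBP1_KO mice carried the same alleles with a tamoxifen-inducible Cre driven by villin regulatory sequence, which acts in intestinal epithelium. Both groups received tamoxifen at 100 mg/kg on 2 days, and cells were collected 20 h after injection 2. Villi were scraped off, crypts were released in 2 mM EDTA and the cells were passed through a 70 µm strainer, per the labels' protocols. Groups were taken from the sample titles.

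Reads were handled with bcl2fastq 2.20, Trimmomatic 0.38, STAR 2.6.1d, Cufflinks and Cuffdiff against mm10, per the submitters' processing notes. The gene table holds 1 FPKM value per group, made by the authors before deposition, with no value per library. FPKM is fragments per kilobase of transcript and of library size. The authors also gave a log2 fold change of PTBP1_KO over WT for each gene, per the file headers. A p-value and a q-value for each gene were computed by the authors, and the deposited q-values equal Benjamini-Hochberg adjusted p-values over the tested genes to within 5.01e-07. The gene table therefore gave no spread between replicates that could be recomputed, and its sequencing depth is unknown.

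The 5 splicing tables have the MATS layout, per the labels, and list reads that include or skip a region, an inclusion level difference, a p-value and an FDR that the authors computed. The types are skipped exons (SE), alternative 5' splice sites (A5SS), alternative 3' splice sites (A3SS), mutually exclusive exons (MXE) and retained introns (RI). Each table compares a first set of libraries with a second set, per the file headers, and the headers do not name the genotype of either set. No direction by genotype is given for splicing, and no test of the sets was run. The test planned before the data were examined, a quasi-binomial logistic model on the reads of each library, was replaced by the authors' FDR and inclusion level difference, as had been planned for tables whose columns could not be tied to the groups. Libraries with no stated genotype were not treated as replicates of a group. The 10 columns of inclusion levels per library were not used. Reads were summed over the 6 libraries, searched for the lowest library or averaged within a set for the coverage minimum, and the sets were not compared.

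An event counted as changed when the authors' FDR was below 0.05, the absolute inclusion level difference was at least 0.1 and the mean over the 6 libraries was at least 20 reads. The minimum had been planned for each group separately. A mean of at least 20 reads in each of the authors' sets of libraries was run as an alternative. A gene counted as changed when the authors' q-value was below 0.05 and the status was OK. The inclusion level over all libraries was computed from summed reads divided by the effective lengths in the tables, so libraries with more reads weigh more.

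Median log2((PTBP1_KO + 1)/(WT + 1)) was computed from the authors' FPKM for 12 gene lists fixed before the data were examined. A list's percentile was taken among 10000 random lists of the same size matched on mean expression in 20 bins. It describes these libraries and is not a test over replicates. Exons were compared with Fisher's exact test, an exact binomial test and a permutation test with 100000 resamples, all two-sided, over unique exons. Unchanged exons had an FDR above 0.5 and an absolute difference below 0.02 in every event. Intervals for list medians and differences are 95% bootstrap intervals over genes from 10000 draws, and genes are not independent replicates.

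Coordinates are 1-based on mm10, with genes and exons from GENCODE M21. Of 55331 gene identifiers, 54583 matched that release with their version and 55150 without it. Of 34977 unique skipped exons, 34919 had an annotated exon with the same ends, which is 99.8%. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data made from the 15460 tested genes, 5 of 200 lists of 12 genes with no shift fell outside the central 95% of random lists, as did 198 of 200 lists shifted by 0.2 and 200 of 200 shifted by 0.5. The permutation test was also tested on simulated sets of 380 normally distributed values, 80 of them in 1 group. It called 10 of 200 simulated sets with no difference and 195 of 200 with a shift of 0.5. These sets were smaller than the exon sets, had fewer resamples and were not made from exon lengths. The simulated lists held genes drawn independently, so they do not cover lists of genes that vary together.

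Named genes followed a rule fixed before the data were examined: 13 preset genes, then the 5 largest rises and 5 largest falls among called genes with at least 5 FPKM in the higher group and a value above 0 in both. For splicing, the rule named the 5 skipped exons with the largest difference of each sign and 3 events of each other type, each with 1 event per gene, and the event with the smallest p for 14 preset genes, of which 1 is not reported here. Its condition that all libraries of a group lie above those of the other was not applied, because the sets of libraries, whose genotype is not stated, were not compared. The alternatives tried were other thresholds of q, fold, FPKM, reads and difference, another pseudocount, centring, merged events and other backgrounds.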

Results

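Messenger RNA of small intestinal crypt cells was sequenced from 3 WT and 3 PTBP1_KO mice, collected 20 h after injection 2 of tamoxifen. PTBP1 is an RNA-binding protein of the polypyrimidine tract-binding family that regulates alternative splicing. The comparison asks which genes and splicing events differ after deletion of Ptbp1 in the intestinal epithelium. Every PTBP1_KO mouse also carried Cre and no WT mouse did, so effects of Cre cannot be separated from those of the deletion. Gene levels are the authors' single FPKM value per group, so they carry no error of their own, and the depth of the libraries is unknown from that table. In the splicing tables the median event was covered by 195 reads per library for skipped exons, 144 for alternative 5' splice sites, 125 for alternative 3' splice sites, 336 for mutually exclusive exons and 239 for retained introns.

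The targeted gene was examined first. Ptbp1 (ENSMUSG00000006498.16, chromosome 10, 79854427 to 79864771, plus strand) had 230.0 FPKM in WT and 122.8 FPKM in PTBP1_KO, so 53.4% of the WT level was listed. In the authors' deposited table this was a log2 fold change of -0.91 with q = 0.0125. The value covers the whole gene. Ptbp2 (ENSMUSG00000028134.11, chromosome 3, 119718742 to 119784466, minus strand) had 19.0 FPKM in WT and 35.9 FPKM in PTBP1_KO. Its log2 fold change in the authors' deposited table was 0.92 with p = 0.00135 and q = 0.156, which did not pass the threshold. Ptbp3 had 41.4 FPKM in WT and 41.8 FPKM in PTBP1_KO, with p = 0.932 in the authors' deposited table.

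Of 55331 genes listed, 15460 were tested by the authors, 39770 had the status NOTEST, 99 had the status HIDATA and 2 had the status FAIL. At q < 0.05 in the authors' deposited table, 83 genes passed, of which 60 were higher and 23 lower in PTBP1_KO. The smallest p in the authors' deposited table was 5e-05, shared by 62 genes, and gave the smallest q of 0.0125. No gene therefore passed q < 0.01, the alternative that moved the count most. An unadjusted p below 0.05 was listed for 672 genes in the authors' deposited table, which is 4.35% of those tested. At least 2-fold changes made up 29 of the higher and 12 of the lower genes. Fewer than 1 FPKM in both groups was listed for 15 of the called genes, 4 were listed at 0 in WT and 1 was listed at 0 in PTBP1_KO.

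**Figure D1:**
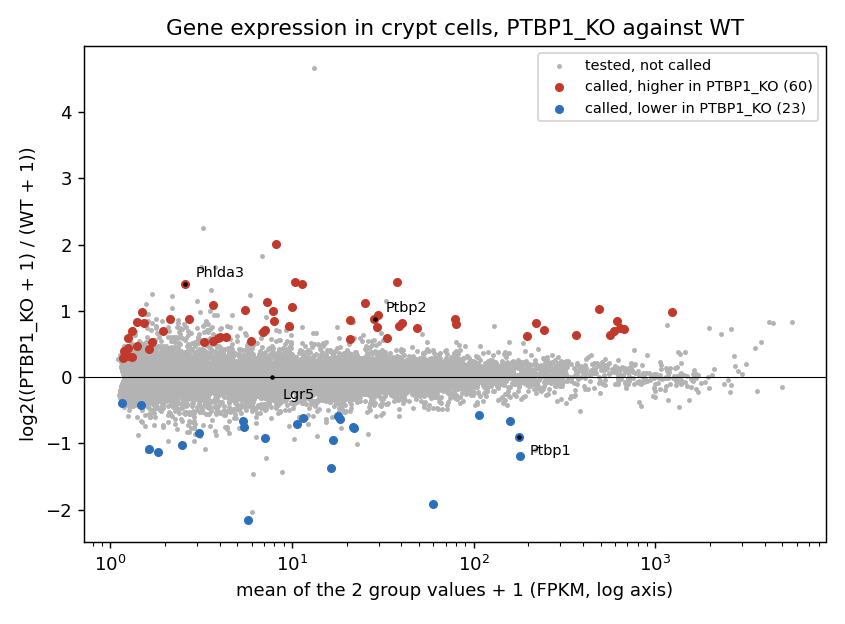
Each point is a tested gene, with the mean of the WT and PTBP1_KO values plus 1 in FPKM on a log x axis and log2((PTBP1_KO + 1)/(WT + 1)) on the y axis; red and blue points are the 60 higher and 23 lower genes at the authors' q < 0.05. Ptbp1 lies among the lower genes at high expression, and Lgr5 lies near 0.

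Phlda3 (ENSMUSG00000041801.5, chromosome 1, 135766119 to 135769136, plus strand) rose from 0.414 FPKM in WT to 2.74 FPKM in PTBP1_KO. Its log2 fold change in the authors' deposited table was 2.73 with q = 0.0125. Ptbp1 and Phlda3 were the only preset genes that passed the threshold. Trp53 had 55.1 FPKM in WT and 53.8 FPKM in PTBP1_KO, Cdkn1a 53.4 FPKM and 65.0 FPKM, and Mdm2 26.5 FPKM and 28.5 FPKM. Lgr5 had 6.78 FPKM in both groups, Olfm4 had 618 FPKM in WT and 578 FPKM in PTBP1_KO, Ascl2 had 7.64 FPKM and 7.21 FPKM, and Mki67 had 80.9 FPKM and 72.8 FPKM. Lyz1 had 1471 FPKM in WT and 2470 FPKM in PTBP1_KO, with p = 0.0521 in the authors' deposited table. Pkm had 229 FPKM in WT and 235 FPKM in PTBP1_KO.

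Among called genes of at least 5 FPKM, the 5 largest rises were those of BC064078, Saa1, Ephx1, Mt2 and Retnlb. BC064078, annotated as a transcribed unprocessed pseudogene on chromosome 6 (128992952 to 129008040), rose from 2.25 to 12.03 FPKM. Saa1 rose from 4.58 to 14.1 FPKM, Ephx1 from 5.23 to 15.5 FPKM, Mt2 from 19.3 to 54.0 FPKM and Retnlb from 3.56 to 8.97 FPKM. The log2 fold changes in the authors' deposited table were 2.42, 1.62, 1.57, 1.49 and 1.33 in that order. The 5 largest falls were those of Gm15446, from 8.32 to 1.10 FPKM, H2-Bl, from 93.6 to 24.1 FPKM, Sult6b2, from 22.7 to 8.17 FPKM, Gm26917, from 249 to 109 FPKM, and Atxn7l2, from 8.33 to 3.92 FPKM. Their log2 fold changes in the authors' deposited table were -2.92, -1.96, -1.48, -1.19 and -1.09 in that order. Values of BC064078, H2-Bl, Saa1 and Mt2 are uncertain, because related gene copies can share reads.

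Fixed gene lists were compared with random lists matched on expression. The 22 p53 targets had a median log2 ratio of 0.25, above the range of -0.06 to 0.08 that held 95% of matched random lists, and 21 of them were higher in PTBP1_KO. Over all genes, 5 of them passed q < 0.05 in the authors' deposited table, namely Phlda3, Eda2r, Gdf15, Ccng1 and Trp53inp1, and 9 passed when adjusted over the list alone. The 11 Paneth cell markers had a median of 0.72 and all were higher, with 4 called over all genes and 10 when adjusted over the list alone. Most of them are alpha-defensins, whose near-identical copies make single values uncertain. The 12 immune cell markers had a median of 0.50, all higher, with 3 called over all genes and 7 adjusted over the list alone. The 9 tuft cell markers had a median of -0.49, all lower, with 1 called over all genes and 6 adjusted over the list alone.

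The 15 intestinal stem cell markers had a median of -0.04 at percentile 6.74, and the 13 proliferation genes a median of -0.02 at percentile 11.1. Goblet cell markers (8 genes) had a median of 0.01 at percentile 29.1, enterocyte markers (10 genes) 0.02 at percentile 27.9 and injury and revival genes (9 genes) 0.07 at percentile 85.9. None of the genes in these 5 lists was called over all genes or adjusted over the list alone. Medians of the goblet and enterocyte lists changed sign after centring. Enteroendocrine markers (10 genes) had a median of 0.12 at percentile 97.7, with no gene of the list called. The hormone genes Gcg and Nts, which are not in this list, were called and higher in PTBP1_KO. Both were named after their values were seen. The 7 tested stromal and muscle markers had a median of -0.19 at percentile 0.255, with 4 genes lower when adjusted over the list alone and none over all genes. Most of these stromal genes were below 1 FPKM. The 3 members of the PTB family had a median of 0.01 at percentile 39.9 because Ptbp1 and Ptbp2 moved in opposite directions, with 1 called over all genes and 2 adjusted over the list alone.

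**Figure D2:**
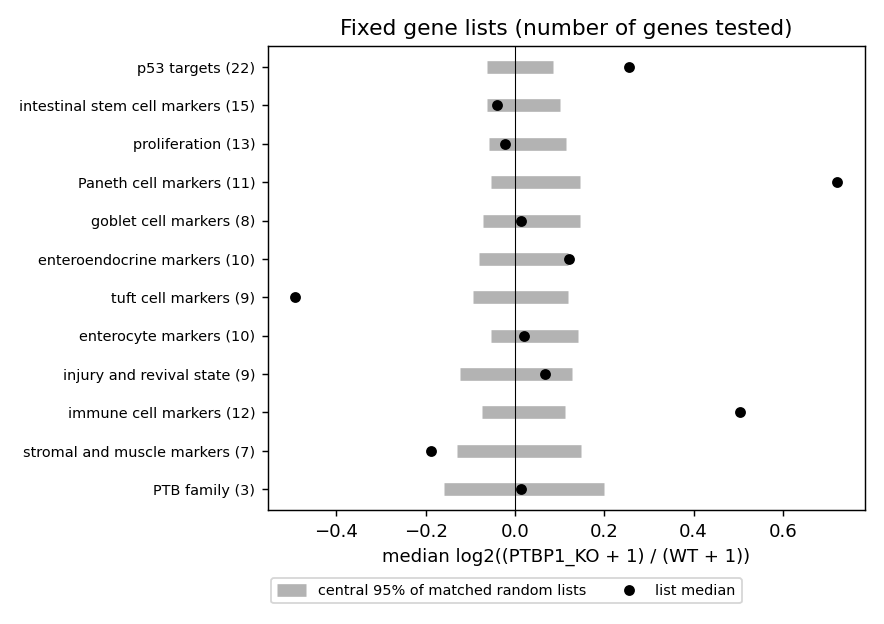
Black points are the median log2((PTBP1_KO + 1)/(WT + 1)) of each fixed list on the x axis, with the number of tested genes beside the list name, and grey bars hold the central 95% of 10000 matched random lists. Medians of p53 targets (0.25), Paneth cell markers (0.72) and immune cell markers (0.50) lie above their grey bars and that of tuft cell markers (-0.49) lies below. Enteroendocrine markers (0.12) lie just above their bar, and stromal and muscle markers (-0.19) lie below theirs.

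Splicing was compared in 61715 events. The authors' FDR and difference thresholds alone called 1161 events, and 843 of them, in 617 genes, had a mean of at least 20 reads per library. The latter were 632 skipped exons, 34 alternative 5' splice sites, 41 alternative 3' splice sites, 75 mutually exclusive exon pairs and 61 retained introns. By ratio, the setting that moved the skipped exon count most was a difference of at least 0.2, which called 254 events. In 144 of the 843 changed events (17.1%) at least 1 library had fewer than 20 reads, against 5.62% of the 53918 tested events. With 20 reads in every library, a setting chosen after the data were seen, 521 skipped exon events were changed.

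**Figure D3:**
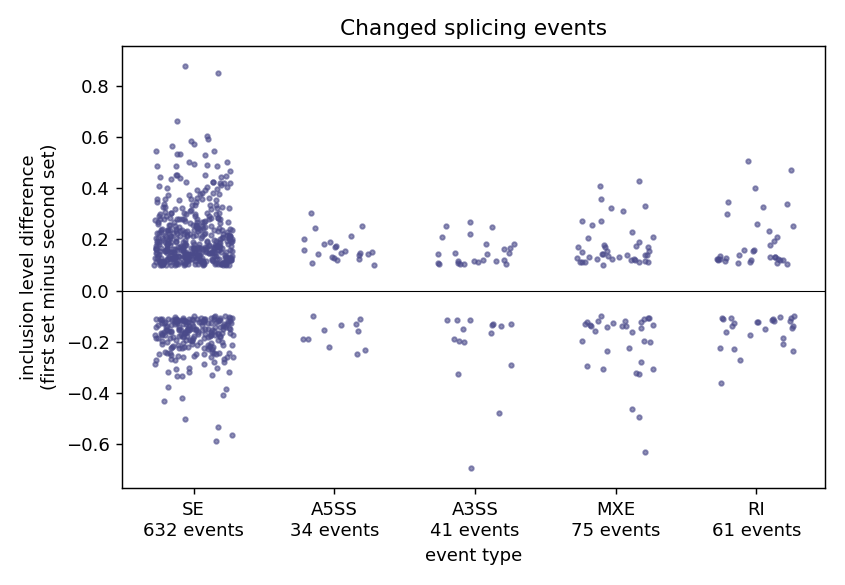
Each point is a changed event, by type on the x axis, with the inclusion level difference of the authors' first minus second set of libraries on the y axis. Points between -0.1 and 0.1 are absent by definition, and 418 of the 632 skipped exon events lie above 0.

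A positive difference means higher inclusion in the first set of libraries, whose genotype the headers do not give. Over unique skipped exons, 388 differences were positive, 207 were negative and 4 exons had both signs. The positive share was 65.2% (95% exact interval 61.2% to 69.0%), which differed from an even split (exact binomial test, two-sided, p = 1.03e-13). Exons of 1 gene are not independent, so this describes the split.

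With 1 event per gene, the largest positive differences among skipped exons were those of Anxa7, Ptbp2, Slc38a6, Tpd52 and Sbf2. The authors' deposited table listed a difference of 0.877 for a 66 nt coding exon of Anxa7 (chromosome 14, 20467458 to 20467523), which had a mean of 24.3 reads and only 3 reads in the lowest library. A second changed event of the same exon had a mean of 352 reads and a difference of only 0.249 in the authors' deposited table. The size of the change of this exon is therefore uncertain. For the 34 nt exon of Ptbp2 (chromosome 3, 119724612 to 119724645) the authors' deposited table listed 0.848, with a mean of 187 reads and 52 in the lowest library. The authors' deposited table gave 0.663 for Slc38a6 (chromosome 12, 73293699 to 73293799), 0.602 for Tpd52 (chromosome 3, 8943551 to 8943577) and 0.592 for Sbf2 (chromosome 7, 110341290 to 110341364). Counted in the same way, the largest negative differences in the authors' deposited table were -0.587 for Rtn3, -0.564 for Clta, -0.502 for Tpm2, -0.433 for Exoc7 and -0.419 for Tpm1. The Tpm1 exon (chromosome 9, 67032466 to 67032541) had a mean of 1065 reads, whereas the Clta exon (chromosome 4, 44030215 to 44030268) had 53.2 with 6 in the lowest library. All 10 were annotated as coding exons.

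Among the other types, also with 1 event per gene, the authors' deposited table listed 0.305 for an alternative 5' splice site of Tjp1, 0.251 for Htra2 and -0.248 for Hdac7. For alternative 3' splice sites the authors' deposited table listed -0.693 for Synj1, -0.478 for Celf2 and -0.325 for D930048N14Rik. Mutually exclusive exons had -0.631 for Clta, -0.494 for Sidt2 and -0.462 for Tpm2 in the authors' deposited table. Retained introns had 0.506 for Atl1, 0.470 for Clcf1 and 0.402 for Hps1 in the authors' deposited table. Of the 22 events that the rule named in this and the preceding paragraph, 14 had a library with fewer than 20 reads. They were picked within each type, and for skipped exons within each sign. They are therefore not the 22 largest differences of all changed events.

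Preset genes were read from the event with their smallest p. The authors' deposited table listed 0.169 for mutually exclusive exons of Ptbp1 (chromosome 10, 79860824 to 79860969 and 79862014 to 79862047) and 0.314 for a 34 nt coding exon of Ptbp3 (chromosome 4, 59546149 to 59546182). An Mdm2 retained intron had 0.120 in the authors' deposited table, past the FDR and difference thresholds. The difference was below 0.1 in the authors' deposited table for Pkm (0.026), Ganab (0.081) and Src (-0.027), although their FDR was below 0.05. A different Ganab skipped exon (chromosome 19, 8907851 to 8907916) was changed, with 0.181 in the authors' deposited table and a mean of 395 reads, and was named after its values were seen. Trp53, Actn1 and Flna had an FDR above 0.05 in the authors' deposited table. Phlda3 had no event with enough reads.

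The lengths of changed skipped exons were compared with those of 23434 unchanged exons. A length that is a multiple of 3 was found for 345 of 599 changed exons (57.6%) and 39.1% of unchanged exons (Fisher's exact test, two-sided, odds ratio 2.12, p = 1.85e-19). The median length was 101 nt for changed and 116 nt for unchanged exons, a difference in mean log2 length of -0.29 (permutation test, p = 1e-05, the smallest that 100000 resamples can give). Of the changed exons, 483 were coding in GENCODE M21, 66 were untranslated exons of protein-coding transcripts, 27 belonged to non-coding transcripts, 19 lay in the reading frame of transcripts marked for nonsense-mediated decay and 4 had no annotated exon with the same ends.

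Changed splicing was compared with changed expression over 9272 genes tested for both. Of these, 615 had a changed event and 35 a changed level, and 6 had both, with 2.32 expected by chance (Fisher's exact test, two-sided, odds ratio 2.93, p = 0.0259). The 6 genes were Ager, Frmd4a, H2-Bl, Ptbp1, Tpm1 and Trim72, named after their values were seen. Ptbp1 is the deleted gene, so its change of level follows from the design. The level of H2-Bl is uncertain because related gene copies can share reads. The overlap over all event types was not tested without these genes. For skipped exons alone, 5 genes without Ptbp1 had both (Fisher's exact test, two-sided, odds ratio 2.93, p = 0.0387). Among genes of at least 5 FPKM Fisher's exact test did not pass the threshold (odds ratio 2.18, p = 0.134).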

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

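The status HIDATA was given to 99 genes, of which 98 were listed at 0 in both groups, so the gene comparison did not use them. The splicing tables nevertheless held events with a mean of at least 20 reads per library for 20 of these genes, which is 20.2% (95% exact interval 12.8% to 29.5%). The bound of 1 in 5 had been written before these reads were counted, and the share lies just above it. In the event with most reads, Dmbt1 had 131181 reads per library and Oat had 10712, both named after their values were seen. Of the 99 genes, 70 lie on chromosome 7 between 130162451 and 133124354, and 16 are mitochondrial. A fragment limit per locus in the authors' Cuffdiff run is consistent with these 20 genes, and a listed 0 is then not an absence of RNA. The other genes with this status were not tested either, so their listed 0 cannot be read as an absence of RNA. No biological explanation was tested, since both groups were listed alike.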

How the results depend on the processing

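The settings of FDR without a minimum difference and of 20 reads in every library or on average in each set of libraries, the exon background limited by inclusion level and the direction at 50 reads were chosen after the data were seen. The others were fixed before the data were examined.

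Of 83 genes called, 0 passed q < 0.01, with 0 higher and 0 lower, because the smallest q in the authors' deposited table was 0.0125, and 672 genes had an unadjusted p below 0.05. With an absolute log2 fold change of at least 1, 41 genes were left, 29 higher and 12 lower. A minimum of 1 FPKM and a fold of at least 1.5 kept the counts within 1.5 times of the main ones. Pseudocounts and centring do not touch the authors' q-values, so the number of genes called could not move, and they do not test the direction of called genes either.

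After centring, the medians became -0.01 for the goblet (-0.00946) and PTB family (-0.0106) lists and -0.00370 for enterocyte markers. With a pseudocount of 0.1 the enteroendocrine median was 0.12 at percentile 97.3, no longer outside the central 95% of random lists. Keeping members of at least 1 FPKM gave 0.17 at percentile 98.5 for the injury and revival list, now above that range, and -0.12 at percentile 17.5 for stromal and muscle markers, no longer below it. The cause was not tested, although fewer genes entered. Percentiles cannot move under centring, which shifts every list alike. The p53, Paneth, immune and tuft lists kept their side of the random range with a pseudocount of 0.1, as did the p53 and tuft lists with members of at least 1 FPKM, a minimum that removed no Paneth or immune gene.

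With a difference of at least 0.05 there were 1062 skipped exons, 73 alternative 5' splice sites, 78 alternative 3' splice sites, 143 mutually exclusive exon pairs and 126 retained introns, and with at least 0.2 there were 254, 8, 10, 24 and 17. FDR without a minimum difference gave 1430, 99, 106, 181 and 211. With 1 read in every library, alternative 5' and 3' splice sites numbered 63 and 71, and with a mean of 50 reads alternative 3' splice sites numbered 24. These settings admit or remove events by construction. Counts at a mean of 10 reads and after merging overlapping events stayed within 1.5 times for all 5 types. With 20 reads in every library they were 521, 30, 30, 66 and 52, and with a mean of 20 reads in each set of libraries 591, 33, 40, 72 and 59, also within 1.5 times.

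Of 32 events chosen by the naming rule, 11 lost their call at a mean of 50 reads and 3 at a difference of 0.2, while 1 was gained at 0.05. The positive share of unique skipped exons ranged from 62.4% to 73.1% over the alternatives. The frame odds ratio was 2.08 against all exons not changed and 1.93 against unchanged exons with inclusion from 0.05 to 0.95. The overlap of splicing and expression weakened among genes of at least 5 FPKM (odds ratio 2.18, Fisher's exact test, p = 0.134). The cause was not tested, although fewer genes entered. For skipped exons alone the odds ratio was 2.93 and for changes of at least 2-fold 6.06.

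Not run were the quasi-binomial model, limma on log odds, the dispersion setting and leaving out each replicate, by choice, because libraries with no stated genotype were not compared as replicates of a group, and the pyrimidine motif test, which needs a genome sequence not used here. No paired analysis was possible because the gene table holds 1 value per group and the splicing tables give no replicate numbers. Other splits of the libraries were not tested, since the sets were not compared. Depth limits events near 20 reads most: in 144 of 843 changed events a library had fewer than 20 reads.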

Other observations

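The tests of Esr1 reads and of Cre activity were chosen after the result was seen, as were the level-matched repeat of the reading frame test, the test of Paneth markers of the fixed list and the count of neighbours with gene families included. The minimum of 5 genes for reading a list, and with it the use of all 7 tested stromal markers in place of 2, was also set after a first result was seen. The bounds of the other tests were written before the values they measure were seen, although the patterns themselves came from these data, and how an interval was weighed against them was not written beside them. Apart from the p53 targets, list medians here are medians of the authors' log2 fold changes, with no pseudocount. Lists were read on members of at least 1 FPKM in the higher group, except for the stromal list.

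T-cell genes were higher in PTBP1_KO, among them Gzma, at 54.9 FPKM in WT and 101 FPKM in PTBP1_KO, Gzmb and Cd8a. Of 16 further T-cell genes outside those called, 15 were higher, with a median log2 ratio of 0.60 (95% interval 0.37 to 0.72). The median passed the bound of 0.4 and its interval lay above the lower bound of 0.2, so more T lymphocytes among the collected cells may contribute. B-cell and myeloid genes (10 genes) had a median of 0.32 with an interval from -0.00478 to 0.61, so a rise of every kind of leukocyte cannot be told apart from none at this number of genes. Of the T-cell genes 3 were also in the fixed immune list. A change of expression within T cells stays open.

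Tuft cell genes were lower in PTBP1_KO. A list of 10 further tuft cell genes, none of them called or in the fixed list, was written before their values were seen. The 7 of them that reached 1 FPKM had a median of -0.55 (95% interval -0.79 to -0.40) and none was higher. The median passed the bound of -0.4 and its interval lay below -0.2. Fewer tuft cells among the collected cells may account for this, and lower expression within tuft cells was not tested.

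Paneth cell genes were higher in PTBP1_KO, including 7 called alpha-defensin genes, all higher. The 5 markers of the fixed list outside the defensin family, of which 3 were called, were all higher as well, with a median of 0.78 (95% interval 0.62 to 1.02). These 5 markers lie outside that family, so reads shared between near-identical defensin genes do not account for their rise. They were chosen for this check after they had been seen to be higher, so it is no independent test. How far each defensin copy rose stays uncertain. Outside the defensin family and those called, 5 Paneth cell genes, of which Lyz1 and Itln1 are in the fixed list, had a median of 0.59, and all 5 were higher. The median passed the bound of 0.4, but its interval, from 0.01 to 0.78, reached below the bound of 0.2. More Paneth cells among the collected cells therefore stay open, and higher expression within Paneth cells was not tested. The planned test of shared defensin reads used the same genes and bounds, so it was undecided as well. Single-cell shares were not analysed here.

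Esr1 was listed at 0.0264 FPKM in WT and 0.343 FPKM in PTBP1_KO, and it was called. The inducible Cre contains a part of the estrogen receptor, so reads of the CreER transgene aligned to Esr1 are a candidate source. The number of Esr1 events in the splicing tables was 0, so reads per exon could not be read and this stays open. The values argue against more stromal cells in the PTBP1_KO preparations, since the 7 tested stromal and muscle markers had a median log2 fold change of -1.06 (95% interval -1.19 to 0.36), below the bound of 1. Only 2 of these markers reached 1 FPKM, with a median of -0.35. With a pseudocount of 1 the median of all 7 was -0.19.

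The rise of p53 target genes, with a median log2 ratio of 0.25, cannot be told apart from an effect of Cre activity, because every PTBP1_KO mouse carried Cre and no WT mouse did. Loss of PTBP1 stays open beside it. The same limit covers the other differences between WT and PTBP1_KO given here, those of T-cell, tuft and Paneth cell genes among them.

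Genes with a changed exon that is not a multiple of 3 (223 genes) had a mean absolute log2 fold change of 0.20, against 0.15 for the 257 genes whose changed exons all keep the frame. The medians, 0.14 and 0.12, lay closer together, so the difference in means may rest largely on genes with large changes, which was not tested. The difference of 0.0453 (95% interval 0.01 to 0.08) had a permutation p of 0.00887. A permutation test within 5 bins of expression gave 0.0426 with p = 0.0115. A change of gene level with exons that shift the frame may underlie it, although a difference of 0.0453 is small on the log2 scale. Direction by genotype is open.

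Pairs of called genes within 200 kb that changed in the same direction numbered 14, of which 12 joined alpha-defensin genes to each other or Mt1 to Mt2. As many pairs occurred in 0 of 10000 random draws, which argues against chance proximity for all 14. Tandem copies of related genes, which can also share reads, stay open for those 12. Without these families 2 pairs were left, Mgat4c with Nts and Gm9522 with Rims2, named after their values were seen. As many pairs occurred in 19.2% of 10000 random draws, so chance proximity may account for them.

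Gm28037 was listed at 0.00958 FPKM in WT and 24.5 FPKM in PTBP1_KO with p = 0.430 in the authors' deposited table. With a pseudocount of 1, its ratio was the largest among tested genes that were not called. Gm28037 was chosen after its values were seen. Xist had 112 FPKM in WT and 107 FPKM in PTBP1_KO, with p = 0.951 in the authors' deposited table. Of 4 Y-linked genes, Eif2s3y had 22.4 FPKM in WT and 12.8 FPKM in PTBP1_KO, with p = 0.721 in the authors' deposited table, Ddx3y had 3.63 FPKM and 3.23 FPKM, Kdm5d had 3.10 FPKM and 3.42 FPKM, and Uty had 1.84 FPKM and 1.71 FPKM. The sex of single animals was not analysed here.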
